# Chromatin accessibility landscapes revealed the subgenome-divergent regulation networks during wheat grain development

**DOI:** 10.1007/s42994-023-00095-8

**Published:** 2023-02-10

**Authors:** Hongcui Pei, Yushan Li, Yanhong Liu, Pan Liu, Jialin Zhang, Xueni Ren, Zefu Lu

**Keywords:** Wheat, Chromatin accessibility, Subgenome-divergence, Regulatory network, Grain development

## Abstract

Development of wheat (*Triticum aestivum* L*.*) grain mainly depends on the processes of starch synthesis and storage protein accumulation, which are critical for grain yield and quality. However, the regulatory network underlying the transcriptional and physiological changes of grain development is still not clear. Here, we combined ATAC-seq and RNA-seq to discover the chromatin accessibility and gene expression dynamics during these processes. We found that the chromatin accessibility changes are tightly associated with differential transcriptomic expressions, and the proportion of distal ACRs was increased gradually during grain development. Specific transcription factor (TF) binding sites were enriched at different stages and were diversified among the 3 subgenomes. We further predicted the potential interactions between key TFs and genes related with starch and storage protein biosynthesis and found different copies of some key TFs played diversified roles. Overall, our findings have provided numerous resources and illustrated the regulatory network during wheat grain development, which would shed light on the improvement of wheat yields and qualities.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s42994-023-00095-8.

## Introduction

Wheat (*Triticum aestivum* L.) is one of the most important staple crops for global food security, providing more than a fifth of the calories and protein consumed by humans (http://faostat.fao.org). Wheat grains are mainly composed of pericarp, endosperm and embryo, of which the endosperm is the main source of white flour. The endosperm is a storage organ that accumulates a large quantity of starch and proteins during grain development (Gu et al. 2015; Liu et al. 2018; She et al. 2010). Therefore, elucidation of the transcriptional regulatory networks during wheat grain development is important to understand the molecular basis of wheat yield and quality and discover novel key regulatory factors.

Starch and protein are the main nutrient components of wheat grain. A variety of starch biosynthesis genes have been characterized, including ADP-glucose pyrophosphorylases (AGPases), ADP-glucose (ADPG) transporter, granule-bound starch synthases (GBSSs), starch synthases (SSs), Starch branching enzymes (SBEs), debranching enzymes (DBEs), starch/α-glucan phosphorylases (PHOs), disproportionating enzymes (DPEs), and protein targeting to starch (PTST), which coordinately work in starch biosynthesis during wheat grain development (Huang et al. 2021; Kang et al. 2013; Wang et al. 2019; Yamamori et al. 2000). Starch is synthesized by plants using the enzyme AGPases that reacts glucose 1-phosphate with ATP to form ADPG, the ADPG were subsequent synthetized to amylose and amylopectin with different enzymes. Most of the storage proteins in grains are gluten, including high molecular weight glutenin subunits (HMW-GSs), low molecular weight glutenin subunits (LMW-GSs) and gliadins, which influence the dough property (Liu et al. 2005; Ren et al. 2022). The expressions of those key genes in starch and/or gluten biosynthesis pathways are tightly related with grain yield and quality. A group of transcriptional factors, such as TaRSR1 and TabZIP28, were found to be involved in regulating the expression of genes related to starch synthesis in wheat (Liu et al. 2016; Song et al. 2020), and TaGAMyb, TaFUSCA3 and PBF-D regulate different HMW-GS gene (*Glu-1Dy*, *Glu-1Bx7* and *Glu*-*1*) expression through binding specific DNA motifs (Guo et al. 2015; Sun et al. 2017; Zhu et al. 2018). Besides, many TFs, such as TaNAC019 control glutenin and starch accumulation by targeting both HMW-GS genes and the starch synthase gene *TaSSIIa* to synergetic regulation of wheat yield and quality (Gao et al. 2021; Liu et al. 2020).

Wheat grain development can be typically defined into three stages: the pregrain-filling phase for 10 days after pollination, grain-filling phase for 10–20 days after pollination and desiccation phase then follows beyond 30 days after pollination (Wan et al. 2008). The transition of different grain development phase is accompanied by dramatic transcriptional and physiological changes. However, little is known about their regulatory mechanisms and contribution of each subgenome in allohexaploid wheat. Accessible chromatin regions are putative *cis*-regulatory elements (CREs) that are targeted by TFs and play vital roles in transcriptional regulation. It is reported that the CRE variants are associated with many important agronomic traits (Adamski et al. 2021; Deplancke et al. 2016; Kouzarides 2007; Liu et al. 2021; Lu et al. 2017, 2019; Rodgers-Melnick et al. 2016; Tian et al. 2021; Wang et al. 2021b). In this study, we unraveled the regulatory network underlying wheat grain development by combing ATAC-seq (Assay for Transposase Accessible Chromatin sequencing) and RNA-seq with samples from a series grain developmental stages. Our studies have not only revealed the chromatin accessibility landscapes of wheat grain development, but also provided valuable insights into the dynamic regulatory network mediated by important transcription factors and the divergences of the three subgenomes during grain development in the allohexaploid wheat.

## Results

### Chromatin accessibility changes are associated with differential transcriptomic expressions during grain development

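RNA-seq was carried out with grain of the wheat cultivar AK58 at 4 stages, which are 5, 9, 15 and 20 days after pollination (DAP5, DAP9, DAP15 and DAP20), with 2 replicates per stage. The methods of the paper count these days from fertilization. The tissue was endosperm at DAP5 and DAP9 and whole seed at DAP15 and DAP20, so the change of tissue and the change of stage between DAP9 and DAP15 cannot be told apart. The authors trimmed the reads with fastp, aligned them to the wheat reference genome with hisat2 and deposited the expression of each gene as TPM, calculated by TPMCalculator. TPM divides the reads of a gene by its length and scales every library to a total of 1000000. It therefore keeps no record of sequencing depth, and a rise of abundant transcripts lowers the values of all other genes. The text of the paper does not name the genome build or the gene annotation. The first part of each library's table was used here, and the values in it summed to between 1022 and 38503 TPM per library. All genes in this part with a TraesCS identifier are assigned by it to chromosome 1A, and 79 of them stood in the part used of all 8 tables. Of these 79 genes, 23 were listed at a TPM of 0 in every sample, and 37 reached a TPM of at least 1 in at least 2 samples and were tested. In the tables of DAP5, DAP9 and DAP20, 17 of the 79 genes stood within a run of 109 rows with ENSRNA identifiers, whose kind of RNA the tables do not state. The DAP15 tables were ordered differently and held 0 ENSRNA rows in the part used, so a difference in how these tables were made and the stage itself cannot be told apart. Stages were compared with limma on log2(TPM + 1), with the 4 stages in one fit and Benjamini-Hochberg adjustment within each comparison. The thresholds were those of the paper, an adjusted p under 0.01 and a change of more than 1 on the log2 scale, although the authors tested with DESeq2. The fitted changes of genes with low TPM are drawn toward 0 by the pseudocount of 1. For 2 samples against 2, the smallest p of a two-sided exact permutation test is 0.333, so single-gene permutation tests were not used. Leaf samples and ATAC-seq were not analysed here.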

Wheat grains are mainly composed of endosperm and embryo, we performed ATAC-seq and RNA-seq with endosperm or seeds in 5, 9, 15, and 20 days after pollination (DAP) to explore the chromatin accessibility and transcriptomic expression dynamics during wheat grain development, and used leaves as control. A total of 103,516, 108,846, 101,620, 105,578 and 104,407 high confident accessible chromatin regions (ACRs) were identified in leaf and grain in DAP5, DAP9, DAP15 and DAP20, respectively (Fig. 1A). All the ACRs from the five tissues are mostly enriched around the TSS regions (Supplementary Fig. 1A) and showed high correlation coefficient (> 0.80) between two biological replicates (Supplementary Fig. 1B–D). Similar with the ACR distribution in other large genome species, a significant faction of ACRs distributed 10 Kb away from genes apart from most of ACRs located near the gene (Fig. 1B). We then grouped the ACRs as genic ACRs (genic ACRs, overlapping with genebody), proximal ACRs and distal ACRs according the distance between ACR centers and their nearest genes. For definition of proximal ACRs and distal ACRs, we employed different distance cutoffs (2 Kb, 4 Kb, 5 Kb, 6 Kb, 8 Kb, 10 Kb), and those within each cutoff away from genes as proximal ACRs, and those larger than cutoff away from genes as distal ACRs (Supplementary Fig. 2). Interestingly, the proportion of distal ACRs in grain samples were all much higher than in leaf except in DAP15 with 6 Kb as the cutoff (Supplementary Fig. 2). When using 2 Kb to distinguish them, more than 50% of ACRs were predominately enriched in the distal regions of genes in DAP20 (Fig. 1C). These results suggested that during grain development, more distal regions were predominantly opened and these may be critical for the expression of genes regulating starch and storage protein biosynthesis.

**Fig. 1:**
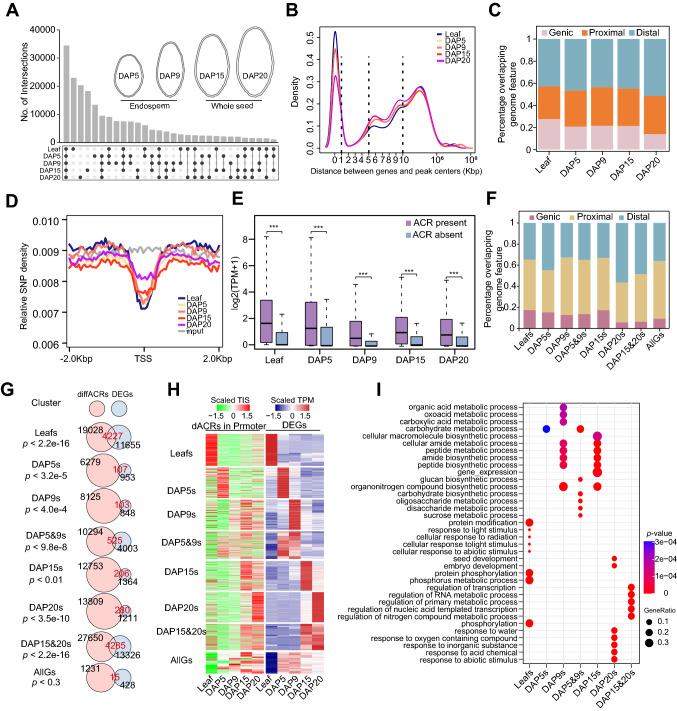
Chromatin accessibilities are relative to the differential gene expression during wheat grain development. **A** UpSet Plot showing the ACR distribution across five tissues (DAP, days after pollination). **B** Density plot showing the distribution between ACR centers and their nearest genes. Black dot line indicates 10 Kb away from genes. **C** Distribution of ACRs on different genomic features. Genic, ACRs with their centers in gene bodies; Proximal, ACRs with their centers <  = 2 Kb upstream of TSS or <  = 2 Kb downstream of TES; Distal, ACR with their centers > 2 Kb away from genes. **D** Distribution of sequence variations around ACR centers. SNPs from Zhou et al*.* were used. **E** The expression of genes with ACRs in their 2 Kb nearby regions (ACR present) and without ACRs in their 2 Kb nearby regions (ACR absent) across the five tissues. **F** Distribution of eight differential ACR (diffACR) clusters on different genomic features. The definition of each group is same with **C**. **G** The overlapping information of eight diffACR clusters related genes and eight DEG clusters. **H** Chromatin accessibilities of regions from 2 Kb upstream to 100 bp downstream of TSS and associated genes’ expression levels. Chromatin accessibilities were represented by Tn5 transposome integration sites (*TISs*) and expression levels by transcripts per million (*TPM*). **I** Gene ontology (*GO*) enrichment analysis for the overlapped gene groups in **G**

We further examined the sequence variations around ACRs using the reported wheat whole-genome genetic variation map (VMap 1.0) (Zhou et al. 2020). To avoid the influence of biased signals around genes, we only picked up ACR whose centers are > 2 Kb away from genes. The results showed that lower sequence variation around ACR centers (Fig. 1D), which suggested those ACRs are functionally important. Interestingly, we found that variations were higher in DAP20 than the earlier stages, indicating a lower selection pressure of those genes.

The chromatin accessibility changes are usually associated with differential transcriptomic expressions (Chen et al. 2019; Pajoro et al. 2014). To study the relationship between chromatin accessibilities and gene expressions, we classified the total wheat genes based on the presences of ACRs within 2 Kb away from genes. The results showed that the expression of genes associated with ACRs were significantly higher than those without ACRs in all five tissues (Fig. 1E). To identify the putative CREs responsible for the transcriptomic expression changes, we identified the differential ACRs (diffACRs) by pair-wise comparisons and then grouped the diffACRs into eight specific clusters, including leaf-specific diffACRs (Leafs), DAP5 specific (DAP5s), DAP9 specific (DAP9s), DAP5 and DAP9 specific (DAP5&9s), DAP15 specific (DAP15s), DAP20 specific (DAP20s), DAP15 and DAP20 specifics (DAP15&20s) and all grain specific (AllGs). In total, we identified 31,000, 8346, 9754, 13,829,15,974, 17,253, 39,725 and 1287 specific diffACRs in leafs, DAP5s, DAP9s, DAP5&9s, DAP15s, DAP20s, DAP15&20s and AllGs groups, respectively (Supplementary Fig. 3A and Supplemental Data Set1). The diffACRs were more enriched in the distal regions than the total ACRs, indicating accessibilities of distal regions were more volatile during grain development (Fig. 1F). We further divided DEGs into eight clusters using the similar strategy and identified the overlaps between DEGs and diffACRs associated genes, which revealed higher overlapping rates compared to the random shuffled gene sets in all groups except AllGs (Fig. 1G, Supplementary Fig. 3B, and Supplemental Data Set2). 

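Of the 37 tested genes, 12 were differentially expressed between DAP5 and DAP9, with 2 higher and 10 lower at DAP9, and 20 had an unadjusted p under 0.05. Between DAP9 and DAP15, 1 gene was called, and it was lower at DAP15. With only these stages in the fit, 4 genes were called, 2 higher and 2 lower at DAP15. Between DAP15 and DAP20, 0 genes were called and 4 had an unadjusted p under 0.05. Against DAP5, 16 genes were called at DAP15 (3 higher and 13 lower) and 16 at DAP20 (2 higher and 14 lower). The higher genes were TraesCS1A02G007200 and TraesCS1A02G005315 at both stages and, at DAP15, TraesCS1A02G005368, which is named after its value was seen. Between DAP9 and DAP20, 2 genes were called, both lower at DAP20. They were TraesCS1A02G002700 and TraesCS1A02G004500, and the latter is named after its value was seen. The scaling between libraries moved the direction of the calls most. With median-of-ratios size factors, estimated from the 38 genes above 0 in all 8 samples, 7 genes were called between DAP5 and DAP9, all of them higher at DAP9, and 2 of these were among the 12. With the size factors all calls in the other comparisons were also rises. Against DAP5, 7 genes were called at DAP15 and 9 at DAP20, of which 3 and 2 were also called with TPM as deposited. Between DAP9 and DAP20, 3 genes were called, all within the run of ENSRNA rows, and 0 of them were shared with the 2 falls. They were TraesCS1A02G000700, TraesCS1A02G000800 and TraesCS1A02G001700, named after their values were seen. The size factors were 2.45 and 1.26 for replicates 1 and 2 of DAP5. With TPM as deposited, genes outside the run, gliadin genes apart, had a median log2 ratio of -0.11 between these replicates. Dividing by the factors sets the DAP5 replicates apart in those genes, so all results with the size factors carry this limit. The median log2 fold change of the tested genes from DAP5 to DAP9 was -0.75 (SD 0.49 over pairs of replicates) with TPM as deposited and -0.27 with the size factors. Without DAP5 replicate 1, it was -0.19 with TPM as deposited. The rises called between DAP5 and DAP9 were those of TraesCS1A02G007200 and TraesCS1A02G005315, for which the tables give no gene name. TraesCS1A02G007200 had a TPM of 59.6 ± 67.2 (SD, n = 2) at DAP5 and 1545 ± 104 (SD, n = 2) at DAP9. Its log2 fold change on the log2(TPM + 1) scale was 5.36 (standard error 1.02, adjusted p = 0.00814 from limma with Benjamini-Hochberg adjustment). TraesCS1A02G005315 went from 3.77 ± 4.32 (SD, n = 2) to 49.5 ± 4.00 TPM (SD, n = 2), a log2 fold change of 3.78 (standard error 0.70, adjusted p = 0.00777 from the same limma test). Without DAP5 replicate 1, the log2 fold changes of TraesCS1A02G007200 and TraesCS1A02G005315 were 6.88 and 4.88. Without DAP5 replicate 2, they were 3.84 and 2.69. Neither rise was called with replicate number as a term, with only the compared stages in the fit or with no filter on low values. Among the called genes, the largest falls were in TraesCS1A02G002500, by a log2 fold change of -1.65 (standard error 0.20, adjusted p = 0.00194 from limma), and in TraesCS1A02G002100, of -1.61 (standard error 0.09, adjusted p = 0.000231 from limma). TraesCS1A02G002700 changed by -1.08 from DAP9 to DAP15 on the same scale (standard error 0.09, adjusted p = 0.0024 from limma). The falls of these 3 genes were not called with the median-of-ratios size factors or with quantile normalization. By the calls between all pairs of grain stages, 8 genes were specific to DAP5. Of these 8, 1, TraesCS1A02G002700, was also higher at DAP9 than at DAP15 and DAP20, and no gene was specific to DAP9, DAP15, DAP20 or to DAP15 and DAP20 together. Of the 953 genes in the paper's DAP5s cluster, 0 were among the 79, so none of the 8 is in it. The paper's clusters also drew on leaf, which was not analysed here. TraesCS1A02G002300 is in its Leafs cluster and TraesCS1A02G005600 in its Alls cluster, both named after their values were seen. With TPM as deposited, the calls included 0 genes from the run of ENSRNA rows. Of the 1364 genes in the paper's DAP15s cluster, 4 were among the 79 genes, and 3 of them had their highest stage mean at DAP15. Of the 1211 genes in its DAP20s cluster, 9 were among the 79, all within the run of ENSRNA rows, where the replicates of DAP5 and of DAP20 differed severalfold. The highest stage mean was at DAP20 for 5 of these 9 genes and at DAP5 for 4. Without DAP5 replicate 1, it was at DAP20 for 7 of them. The paper chose these clusters on the same samples.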

The chromatin accessibilities of promoter regions (– 2 Kb upstream to 100 bp downstream of TSS sites) and the expression of each overlapped gene cluster showed similar trends (Fig. 1H), which further confirmed that the chromatin accessibility changes are associated with differential transcriptomic expressions during wheat grain development.

To clarify the biological processes mediated by each gene group, we performed gene ontology (GO) enrichment analysis. The results showed that leaf-specific genes were highly enriched in phosphorylation and response to light or abiotic stimulus, while the DAP5, DAP9 and DAP5&9 specific genes were highly enriched in carbohydrate, sucrose metabolic process, in addition, amide biosynthesis and nitrogen compound metabolic process regulation were enriched in the overlapped genes specific in DAP15 and/or DAP20 (Fig. 1I). These enriched GO terms were consistent with the grain development processes.

### Subgenome-divergent regulation during wheat grain development

Transcription factors (TFs) play important roles in the regulation of gene expression, while ACRs are predominantly TF-binding sites (Liu and Bergmann 2021; Marand et al. 2021). To identify the key TFs responsible for the gene expression dynamics during wheat grain development, we analyzed the enrichments of the 40 JASPAR cluster motifs (Castro-Mondragon et al. 2022) in the eight diffACRs clusters. The results showed that ARF, BPC and ERF were enriched in leaf-specific ACRs; ABI, ATHB, NAC, MYB, SPL, STZ and bZIP were enriched in DAP5s, DAP9s and DAP5&9s; AGL, ARF, E2FA, and REF were enriched in DAP15s, DAP20s and DAP15&20; Dof was enriched in all grain specific ACRs (Fig. 2A), indicating the specific roles of different TF families in different grain developmental stages.

**Fig. 2:**
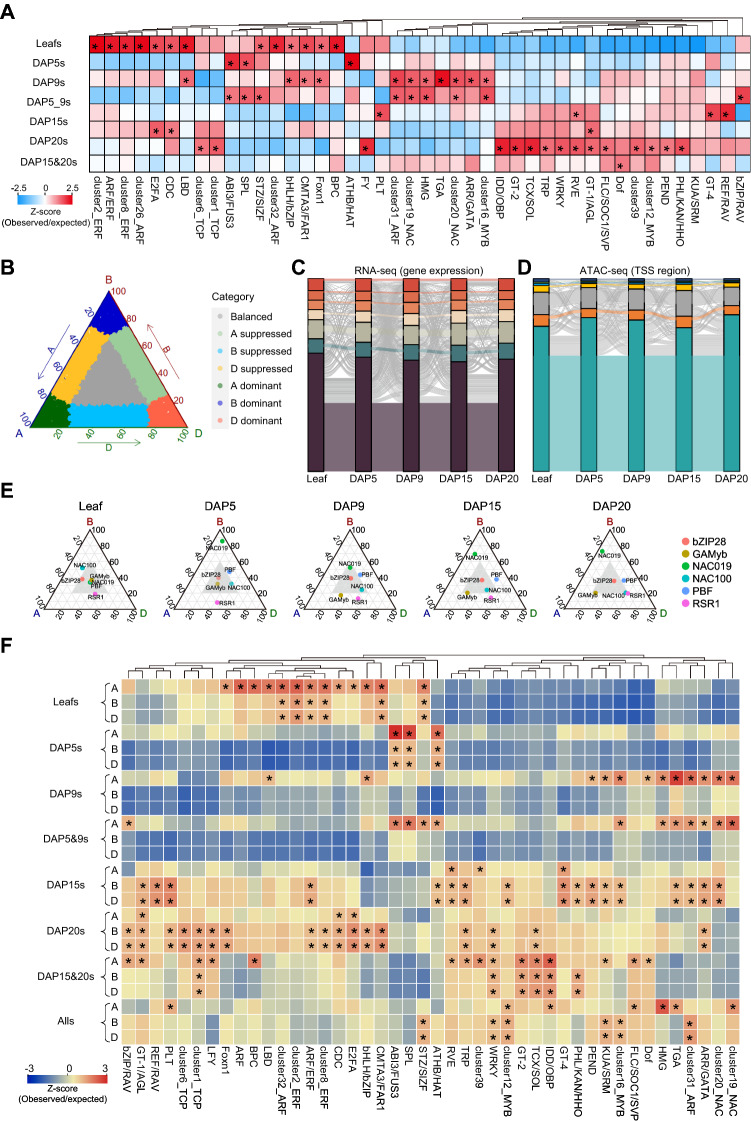
Subgenome-divergent regulation during wheat grain development **A** Motif density of 40 clustered motifs from JASPAR database (Castro-Mondragon et al. 2022) in eight diffACR clusters. **B** Ternary plot showing expression bias of the syntenic genes from three subgenomes. The balanced category: balanced expression of the triad genes. A dominant, B dominant and D dominant: higher expression from A, B or D than the other two orthologs. A suppressed, B suppressed and D suppressed: lower expression from A, B or D than the other two orthologs. **C** Sankey diagram showing expression dynamic of the syntenic genes during grain development. **D** Sankey diagram showing the chromatin accessibility dynamics of the promoter regions (from 2 Kb upstream to 100 bp downstream of TSS) of the syntenic genes during grain development. **E** The subgenome diversified expressions of key transcription factors. **F** Motif density of eight diffACR clusters in each subgenome (* indicate motif density > 1)

Bread wheat (*Triticum aestivum* L.) consists of A, B and D subgenomes derived from three diploid species, and exhibits improved grain yield and nutritional content relative to diploid and tetraploid wheat (Yang et al. 2014). Transcriptomic expression or dynamic modification asymmetry of wheat chromosomes contributed to wide adaptability of wheat (Li et al. 2019; Ramirez-Gonzalez et al. 2018; Wang et al. 2021a). To study the dynamic patterns of gene expression and promoter accessibilities of homeologs during wheat grain development, we conducted the gene expression bias and promoter accessibility bias analysis by ternary plotting (Fig. 2B). 12,218, 11,802, 11,488, 11,319 and 11,597 of triad genes showed balanced expression, and more than 75%, 79%, 78%, 76%, 81% and 74% triad genes showed balanced promoter accessibilities in leaf, DAP5, DAP9, DAP15 and DAP20, respectively (Supplementary Fig. 4A and B). It should be noted that more unbalanced genes were identified in the growing seeds (DAP5, DAP9, DAP15 and DAP20) than in leaves (Supplemental Data Set3). Among the subgenome differentially expressed genes, the counts of B-suppressed genes and promoters were more than the other groups, indicating B subgenome genes were in weaker positions during these processes. We further found that only 56%–62% genes were balanced in expression among subgenomes in all tissues and few genes were consistent among different stages (Fig. 2C). Similar patterns were also found with promoter accessibilities, which indicate highly diverse regulation among subgenomes during grain development (Fig. 2D). In addition, we conducted a correlation analysis between gene expression and promoter accessibility, which showed the unbalanced genes were positively correlated with differential promoter accessible regions in all samples (Supplementary Fig. 4C).

The diversity of CREs was considered as key reasons of transcriptomic expression differentiations (Buenrostro et al. 2013; Lu et al. 2017). The previous reported key TFs controlling grain development showed dynamic subgenome expression differences in leaf, DAP5, DAP9, DAP15 and DAP20 (Fig. 2E). To identify the specific TF-binding divergence among the three subgenomes, we calculated the densities of TF-binding motifs in different grain specific ACRs among three subgenomes. Although the number of diffACRs in three subgenomes did not show obvious differences (Supplementary Fig. 4D), a large proportion of TF-binding sites showed bias enrichments among the three subgenomes (Fig. 2F). For example, E2FA, CDC, LBD, BPC, ARF and Foxn1 binding sites showed higher enrichment on A subgenome in leaf-specific ACRs. MYB, NAC and TGA binding sites showed higher enrichment on A subgenome in DAP9s and DAP5&9s diffACRs. bZIP, BPC and KUA TF-binding sites showed higher enrichment on A subgenome in DAP15, DAP20 and DAP15&20s groups. ARF, MYB and TGA binding sites were subgenome divergently enriched in DAP15s, DAP20s and AllGs groups. The densities of TF-binding sites were also varied during grain development. For example, NAC, KUA and MYB binding motifs were enriched in A subgenome at the DAP9s, while bias enriched in B and D subgenomes at DAP15s (Fig. 2E). Gene Ontology (GO) enrichment analysis showed that the balanced and unbalanced genes among subgenomes during seed development were enriched in different pathways, the balanced genes were enriched in DNA replication, gene expression and protein folding process, while A suppressed genes were mainly enriched in vitamin biosynthetic process, thiamine biosynthetic process and lipid catabolic process, B-suppressed genes were mainly enriched in carbohydrate homeostasis process, carbohydrate phosphorylation process and RNA modification process, D suppressed genes were mainly enriched in organic substance metabolic process and nitrogen compound biosynthetic process, A dominant genes were mainly enriched in phosphatidylinositol biosynthetic process and carbohydrate catabolic process, B dominant genes were mainly enriched in carbohydrate biosynthetic process and metal ion transport process, D dominant genes were mainly enriched in protein phosphorylation and aminoglycan metabolic process. These enriched GO terms were consistent with the grain development processes (Supplementary Fig. 5). To prove the specific binding of TFs in different tissues, we combined the published genome-wide profiling of TFBSs (transcription factor-binding sites) in common wheat (DAP-seq data) (Zhang et al. 2022) and our ATAC-seq data of different tissues to better identify the potential in vivo TFBSs in different tissues. The results showed that more that 60% TFs’ (NAC6A-1, NAC6B-1, NAC-6D-1 and MYB-7A-3) binding sites were different among various tissues (Supplementary Fig. 6A). In addition, we analyzed the subgenome-divergent regulation by TFs (NAC6A-1, NAC6B-1, NAC-6D-1 and MYB-7A-3), and found that nearly 80% traids showed subgenome-divergent regulations (Supplementary Fig. 6B). These results indicated tissue-specific and subgenome-divergent regulation by multiple TFs during wheat grain development. The high variations of TF-binding sites enrichment bias among subgenomes at different stages suggested the three subgenomes worked coordinately during wheat grain development and may contribute to the improved grain yield and nutritional content after polyploidization.

### Starch and gluten regulatory networks mediated by key TFs

During the filling stages, expression of genes involved in the starch and gluten biosynthesis pathways were gradually increased. However, the exact *cis*-regulatory elements responsible for the tissue-specific expression were still elusive. 

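For the gluten genes, summed expression could be followed for 2 of the 16 gamma-gliadin genes and 1 of the 14 omega-gliadin genes in the paper's lists, since these were present in the part used of all 8 tables. The 2 gamma-gliadin genes, TraesCS1A02G007300 and TraesCS1A02G007400, together held 0.0751% ± 0.0928 (SD, n = 2) of the total TPM of a library at DAP5, 1.71% ± 0.201 (SD, n = 2) at DAP9, 0.663% ± 0.0122 (SD, n = 2) at DAP15 and 0.562% ± 0.272 (SD, n = 2) at DAP20. At DAP5 the sum was 0.141% in replicate 1 and 0.00955% in replicate 2, and at DAP20 it was 0.370% and 0.755%. Both DAP9 replicates lay above every replicate of the other stages, and the replicates of DAP20 lay on either side of those of DAP15. The tissue changed from endosperm to whole seed after DAP9, so a fall with stage cannot be told apart from this change. Rescaled by the size factors, the means of the 4 stages were 0.0326%, 1.69%, 0.919% and 0.682%. The omega-gliadin gene, TraesCS1A02G005387, held 0.00286% ± 0.00332 (SD, n = 2) of the total TPM at DAP5, 0.0246% ± 0.00297 (SD, n = 2) at DAP9, 0.0409% ± 0.000768 (SD, n = 2) at DAP15 and 0.0212% ± 0.00952 (SD, n = 2) at DAP20. Its DAP5 share was 0.00521% in replicate 1 and 0.000507% in replicate 2. For this gene both DAP15 replicates lay above every replicate of the other stages. The starch pathway genes were not analysed here, because 0 of the 45 listed genes were in the part of the tables used.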

We picked up the genes related with gluten protein accumulation and starch biosynthesis regulation including HMW-GS, LMW-GS, alpha-gliadin, gamma-gliadin and *AGPS1*, *AGPL1*, *GBSSI*, *SBEI*, *SBEII*, *SSII*, and *SuSy* in starch biosynthesis (Supplemental Data Set4). 

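In the part of the tables used here, 4 of the 17 listed LMW-GS genes were present, in the DAP15 tables only. Their expression at DAP15 was 14952 ± 146 TPM (SD, n = 2) for TraesCS1A02G008000, 3873 ± 11.2 TPM (SD, n = 2) for TraesCS1A02G010900, 760 ± 34.2 TPM (SD, n = 2) for TraesCS1A02G007934 and 3.75 ± 0.26 TPM (SD, n = 2) for TraesCS1A02G010905. These differences between the genes were larger than those between the replicates. Among the gamma-gliadin genes, TraesCS1A02G007700 was present at DAP15, with 6819 and 6908 TPM in replicates 1 and 2, and in replicate 1 of DAP9, with 14093 TPM. TraesCS1A02G007405 was present in 7 of the 8 tables. It had 367 and 23.3 TPM in replicates 1 and 2 of DAP5, 4472 and 5544 TPM at DAP9, 1678 and 1562 TPM at DAP15, and 1923 TPM in replicate 2 of DAP20. How reads shared between copies of these gene families were assigned is not stated in the text of the paper. The HMW-GS and alpha-gliadin genes were not analysed here, with 0 of 4 and 0 of 35 listed genes in the part used.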

We found that the promoter accessibilities of genes involved in starch biosynthesis were higher in seeds than leaves and increased after DAP5, while those of glutenin and gliadin genes were increased after DAP9 (Fig. 3A), which is consistent with the transcriptomic expression patterns (Fig. 3B). 

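The gliadin genes present in all 8 tables rose between DAP5 and DAP9 in both replicates. TraesCS1A02G007400 had a TPM of 730 ± 904 (SD, n = 2) at DAP5, 16978 ± 1991 (SD, n = 2) at DAP9 and 6496 ± 119 (SD, n = 2) at DAP15. TraesCS1A02G007300 had 21.8 ± 23.1 (SD, n = 2), 126 ± 20.1 (SD, n = 2) and 132 ± 3.06 TPM (SD, n = 2) at these stages, and the omega-gliadin gene TraesCS1A02G005387 had 28.6 ± 33.2 (SD, n = 2), 246 ± 29.7 (SD, n = 2) and 409 ± 7.68 TPM (SD, n = 2). From DAP5 to DAP9 their log2 fold changes on the log2(TPM + 1) scale were 5.58 for TraesCS1A02G007400 (standard error 1.59, adjusted p = 0.0288 from limma with Benjamini-Hochberg adjustment), 3.00 for TraesCS1A02G007300 (standard error 0.84, adjusted p = 0.0288 from the same limma test) and 3.78 for TraesCS1A02G005387 (standard error 1.03, adjusted p = 0.0284 from the same limma test). The size of these changes depended on which DAP5 replicate was used. In the same order, they were 7.54, 4.30 and 5.34 without DAP5 replicate 1 and 3.63, 1.69 and 2.21 without DAP5 replicate 2. At the threshold of 0.01, 0 of these 3 genes were called, over all tested genes or adjusted over the list alone (adjusted p = 0.0156 for each from limma), and all 3 had an unadjusted p under 0.05. All 3 were called with the median-of-ratios size factors. These divide DAP5 replicate 1 by 2.45 and replicate 2 by 1.26, which narrows the gap between the replicates in these 3 genes. With quantile normalization the change of TraesCS1A02G007400 is 0 by construction, because it was the most abundant of the tested genes in every sample. From DAP9 to DAP15 the log2 fold changes were -1.38 for TraesCS1A02G007400 (standard error 1.59, adjusted p = 0.651 from limma), 0.07 for TraesCS1A02G007300 (standard error 0.84, adjusted p = 0.976 from limma) and 0.73 for TraesCS1A02G005387 (standard error 1.03, adjusted p = 0.693 from limma). The shared error of this fit includes the spread between the DAP5 replicates. With only DAP9 and DAP15 in the fit, the change of TraesCS1A02G007400 was called (adjusted p = 1.17e-14 from limma), and that of TraesCS1A02G005387 had an adjusted p of 0.00216 from limma but stayed under the fold change threshold. That smaller fit has 2 samples per stage and takes its spread in part from other genes of the same libraries. Its p-values can therefore overstate the evidence. It also compares endosperm with whole seed, so tissue and stage cannot be told apart. The direction for TraesCS1A02G007300 was not settled, at -0.09 without DAP9 replicate 1 and 0.23 without DAP9 replicate 2. Its change was 0.56 with the size factors and 0 with quantile normalization. For TraesCS1A02G005387 the change stayed between 0.61 and 0.86 with each replicate left out in turn, and it was 1.23 with the size factors and -0.10 with quantile normalization. As lists, the gamma-gliadin genes had a median log2 fold change from DAP5 to DAP9 of 4.29 (adjusted p = 0.0931 from fry in limma, Benjamini-Hochberg over 6 tests). Both genes rose. The omega-gliadin gene had the same adjusted p. Over the alternatives, the adjusted p of fry or camera for the gamma-gliadin list ran from 0.0127 with the size factors to 0.196 with only the stages compared in the fit. With camera and its preset correlation it was 0.0781 for the gamma-gliadin list and 0.256 for the omega-gliadin gene, so neither test put a list under 0.05 with TPM as deposited. From DAP9 to DAP15 the adjusted p of fry was 0.737 for both lists. The paper states that promoter accessibilities of glutenin and gliadin genes rose after DAP9 and describes this as matching the expression patterns (Fig. 3B), and it reasons from this, together with the accessibilities at DAP20 and DAP5, that chromatin accessibility and the expression changes of grain-filling genes were tightly associated.

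**Figure D1:**
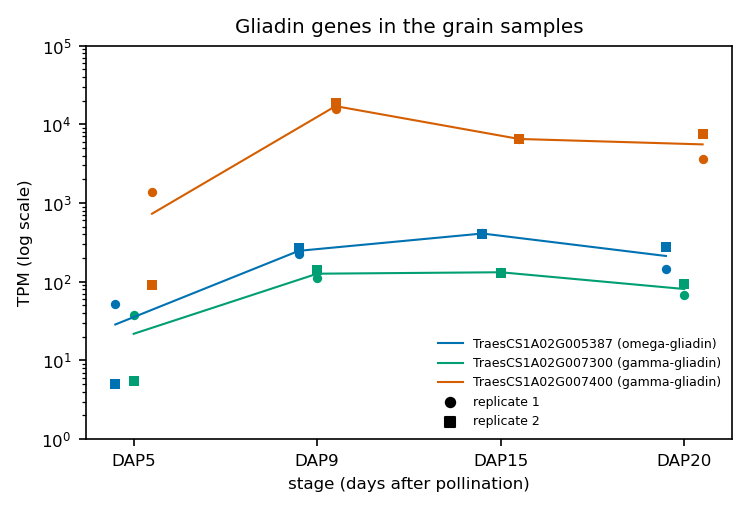
TPM (vertical axis, log scale) of 3 gliadin genes at the 4 grain stages (horizontal axis). Circles are replicate 1, squares replicate 2 and lines join the stage means. TraesCS1A02G007400 has means of 730 TPM at DAP5 and 16978 TPM at DAP9.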

Interestingly, the promoter accessibilities of genes in DAP20 were starting decrease while those genes were still highly expressed (Fig. 3A and B). 

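From DAP15 to DAP20, the TPM of the listed gliadin genes moved less on the log2 scale than it had from DAP5 to DAP9. TraesCS1A02G007400 had a TPM of 5543 ± 2705 (SD, n = 2) at DAP20, with 3630 in replicate 1 and 7455 in replicate 2, which lie on either side of the DAP15 values. Its log2 fold change from DAP15 was -0.32 (standard error 1.59, adjusted p = 0.898 from limma with Benjamini-Hochberg adjustment), and 0.20 without DAP20 replicate 1 or -0.84 without DAP20 replicate 2. TraesCS1A02G007300 had 80.6 ± 18.7 TPM (SD, n = 2) at DAP20, a log2 fold change of -0.72 (standard error 0.84, adjusted p = 0.717 from limma). TraesCS1A02G005387 had 212 ± 95.2 TPM (SD, n = 2), a log2 fold change of -1.02 (standard error 1.03, adjusted p = 0.667 from limma). Its change was -0.55 without DAP20 replicate 1 and -1.49 without DAP20 replicate 2. With the size factors it was -1.13, and with quantile normalization 0.10. Both DAP20 replicates of TraesCS1A02G007300 and of TraesCS1A02G005387 were below both DAP15 replicates. The median log2 fold change was -0.52 for the gamma-gliadin list and -1.02 for the omega-gliadin gene, with an adjusted p of 0.737 from fry in limma for each. For the gamma-gliadin list, the median was -0.14 without DAP20 replicate 1 and -0.90 without DAP20 replicate 2. At DAP20, every one of these genes was above both of its DAP5 replicates.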

Meanwhile, for some genes highly expressed after DAP9, higher promoter accessibilities could be found at DAP5 (Fig. 3A and B), indicating the changes of promoter accessibilities are prior to the transcriptomic expression changes. Taken together, these results indicated that the chromatin accessibilities were tightly associated with the expression changes of those grain-filling-related genes.

**Fig. 3:**
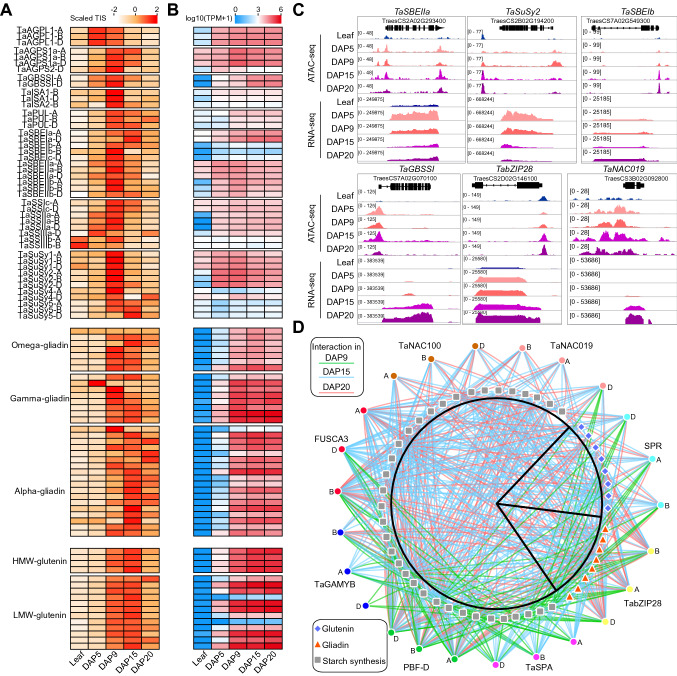
Construction of regulatory networks for starch and gluten biosynthesis by integration the chromatin accessibility and expression data. **A** and **B** Promoter chromatin accessibility dynamics (**A**) and expression dynamics (**B**) of genes involved in glutenin and starch accumulation in leaf and grain samples. Regions from 2 Kb upstream to 100 bp downstream of transcriptional start sites were considered as promoters. **C** Genome browser tracks showing the expression and promoter chromatin accessibility patterns of starch synthesis genes (*TaSBEIIa*, *TaSuSy2*, *TaSBEIb* and *TaGBSSI*) and key TF genes (*TaZIP28* and *TaNAC019*). **D** Regulatory networks involving the starch and gluten biosynthesis genes and key TFs. TF families are shown as circles with different colors. Starch biosynthesis genes are shown as grey square; Gliadin genes as orange triangle; Glutenin genes as blue diamond. TF-to-gene edges are shown with three colors represent three grain phases. DAP9, green; DAP15 blue; DAP20, pink

To find the key TFs controlling grain development, we further calculated the densities of TF-binding motifs in the promoters of genes related with gluten protein accumulation and starch biosynthesis, which suggested that NAC, bZIP and MYB family TFs play important roles (Supplementary Fig. 7). Consistently, the key TFs related with grain development, including TaNAC019, TabZIP28, and TaGAMyb showed increased promoter accessibilities and transcriptomic expression patterns in grains (Fig. 3C and Supplementary Fig. 8). We then constructed a regulatory network based on the chromatin accessibility data and expression pattern of those key TFs and genes involved in starch biosynthesis and protein accumulations. The results showed that the three copies of TaSPA were involved in the networks in DAP9 and DAP15; TaNAC019 and TaNAC100 in DAP15 and DAP20; while the others mostly in all the stages after DAP9 (Fig. 3D). Subgenome specific regulation could be found with FUSCA3, of which the copy from D subgenome were involved in networks in DAP9 and DAP15, while the other two in all the three stages. Similarly, the copy of TaGAMYB from D subgenome were in DAP9 and A subgenome copy in DAP9 and DAP15 while B subgenome copy in all the three stages. The results also revealed most of these key TFs were involved in both starch synthesis and protein accumulations, indicating a complex network between starch and protein synthesis. To further verify the predicted transcriptional regulation network, we conducted the dual-luciferase transcriptional activity assay (Fig. 4A–B and Supplemental Data Set5). The assay showed that the reporter activities driven by the promoters of *TaAGPL1-1B*, *TaHWM*-*1D* and *TaISA2-1B* were markedly activated in the presence of *NAC100*-*A* or *NAC100*-*D*, suggested that *NAC100* regulates both starch and protein synthesis pathways (Fig. 4C). Moreover, *NAC100* and *MYB* could coordinately regulate same targets (*TaAGPL1-1B* and *TaISA2-1B*) (Fig. 4D). In summary, we have explored the chromatin accessibility landscapes and identified the key TFs and regulatory network that were involved in the starch and protein biosynthesis during wheat grain development.

**Fig. 4:**
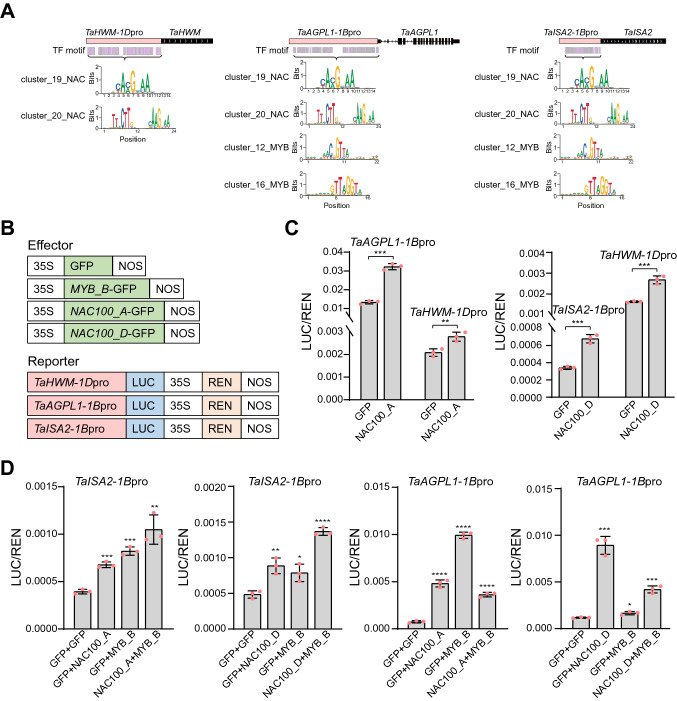
Dual-luciferase transcriptional activity assay to assess the capability of key TFs to transactivate predicted target gene expression. **A** The distribution of key TF-binding motifs in the promoters of starch and protein synthesis genes.** B** Schematic diagrams of the effector and reporter constructs for the dual-luciferase transcriptional activity assay. **C** Reporter assay showed that *NAC100*-*A* or *NAC100*-*D* regulates both starch and protein synthesis pathways. **D** *NAC100* and *MYB-B* coordinately regulate *TaISA2* and *TaAGPL1* genes. LUC/REN indicates the signal ratio of LUC (firefly luciferase) to REN (*Renilla reniformis* luciferase) activity. Data are represented as means ± SD from three replicates. (Student’s *t*-test; *P < 0.05, **P < 0.01)

## Discussion

Wheat grain development is critical for the quality and yield of wheat, a series of genes regulated storage protein and starch biosynthesis have been discovered in the previous study (Xiao et al. 2022). Transcriptional regulation of gluten and starch genes involves complex network between *cis-* and *trans-*acting factors, but little is known about this regulation. The accessible chromatin regions often associated with TFs related CREs (Lu et al. 2017; Marand et al. 2021; Pei et al. 2022). Here, we constructed a chromatin accessibility atlas for leaf and four different stages of seed during grain development. This regulatory atlas enabled specific ACR and TF identification at different phase of wheat grain development. We found NAC, bZIP and MYB binding motifs are highly enriched in the grain specific ACRs as previous reported (Gao et al. 2021; Guo et al. 2015; Liu et al. 2020; Song et al. 2020). More importantly, some novel TFs, including REF, Dof and HMG were also discovered highly enriched in the these specific ACRs. Further studies on TFs in those families will help to understand the molecular basis of grain development.

Chromatin accessibilities’ changes are associated with genes’ differential expression. In this study, we combined ATAC-seq with RNA-seq and constructed the dynamic regulatory network during wheat grain development, and further validated the regulatory network by dual-luciferase transcriptional activity assays. We found that the phase-specific ACRs are associated with phase-specific DEGs, and the function of phase-specific genes is related to specific the biological process of specific tissue. The seed-specific genes were highly enriched in carbohydrate and sucrose metabolic process, and seed development processes. We also found the changes of promoter accessibilities of starch and protein biosynthesis genes were prior to their expression changes, indicating those RNAs were likely accumulated rather than rapidly synthesized. Besides, we found the homeolog dynamic transcriptomic expression divergence during wheat grain development (Xiang et al. 2019) are associated with the divergence of promoter accessibilities and the TF-binding sites in the three subgenomes at different phases of wheat grain development. Therefore, those accessible regions in different phases could help to accurately discover the key *cis-* and *trans-*acting factors during wheat grain development. In summary, our data provided a transcriptional regulation resource to understand the complex networks and identified the key regulatory elements and TFs underlying wheat grain development.

## Methods

### Plant material and growth conditions

Wheat (*Triticum aestivum*; BBAADD, 2*n* = 6x = 42) cultivar AK58 was transferred to the greenhouse with conditions day/night cycle set at 16 h (22 °C)/8 h (19 °C) after vernalization for 1 mouth in cold chamber (4 °C). Wheat endosperm was excised by removing the seed embryo at 5 and 9 days after fertilization. Wheat seed was collected at 15 and 20 days after fertilization.

### RNA-seq

The collected wheat endosperm and seed were flash-frozen with liquid N2 immediately. Total RNA was extracted with TRIzol™ Reagent (Invitrogen; 15,596–026) following the manufacturer’s instructions. RNA-Seq libraries were constructed and sequenced by Berry Genomics (Beijing, China), the libraries were sequenced on the Illumina NovaSeq 6000 platform and produced 150-bp paired-end reads.

### ATAC-seq

ATAC-seq was performed as described previously (Lu et al. 2017). For each sample, approximately 1 g flash-frozen wheat samples were chopped with a razor blade in 1 mL ice-prechilled lysis buffer (15 mM Tris–HCl pH 7.5, 20 mM NaCl, 80 mM KCl, 0.5 mM spermine, 5 mM 2-Mercaptoethanol, 0.2% TritonX-100). The chopped slurry containing crude nuclei extract was filtered twice through a 40 μm filter. The crude nuclei were stained with DAPI (sigma, catalog number: D9542) and loaded to a flow cytometer (BD FACSCanto) for selected. Nuclei pellets were obtained after centrifuged and washed with Tris-Mg buffer (10 mM Tris–HCl pH 8.0, 5 mM MgCl_2_). The obtained nuclei were incubated with 3.5 μL Tn5 transposomes in 40 μL TTBL buffer (TruePrep DNA Library Prep Kit V2 for Illumina, Vazyme Biotech co., ltd, TD501) for each sample at 37 °C for 30 min without rotation. We purified the integration products with a NEB Monarch™ DNA Cleanup Kit (T1030S) and then amplified for 10–13 cycles using the NEBNext Ultra II Q5 master mix (M0544L). PCR cycles were determined as described previously (Lu et al. 2017). Amplified libraries were purified with Hieff NGS® DNA Selection Beads (Yeasen, 12601ES03) to remove free index primers.

### Processing of RNA-seq data

Raw reads were preprocessed by fastp for filtering low-quality reads and adapter trimming. The remaining reads were aligned to the wheat reference genome using hisat2 with default parameters. All aligned reads were sorted by SAMtools v1.3.1 (Swiezewski et al. 2009). To compare the expression from different phases, TPM was calculated by TPMCalculator. Differential expressed genes (DEGs) were defined as adjusted *P*-value < 0.01 and log2(FoldChange) > 1, which determined by DESeq2.

### Processing of ATAC-seq data

Raw reads were trimmed with fastp with default parameters. Trimmed reads were aligned to the wheat reference genome using Bowtie v2.2.4 with the following parameters: “bowtie2-X 1000 –very-sensitive”. Aligned reads were sorted using SAMtools v1.3.1 (Swiezewski et al. 2009) and clonal duplicates were removed using Picard version v2.16.0 http://broadinstitute.github.io/picard/). Peak calling was performed as described previously. A black list was first generated using the control samples as input with MACS2. The raw peaks were first called with MACS2 with the following parameter “--keep-dup all --nomodel --extsizes 150 --shift -75” (Zhang et al. 2008); then split into 150 bp bins with 50 bp overlapping; bins passed filtering by a Tn5 integration site density cutoff were selected and merged with bedtools with “– *d* 150”; peaks overlapped with the blacklist peaks, or homologous to plant organelles DNA (NCBI) were discard and the rest were considered as high-quality ACRs. Bigwig files were used to visualize the peaks in the integrative genomics viewer.

### Dual-luciferase reporter gene assay

Dual-luciferase reporter gene assay was performed in *N. benthamiana* leaves by *Agrobacterium* tumefaciens-mediated transient expression system. The promoters of *TaAGPL1*-*1B*, *TaHWM*-*1D* and *TaISA2*-*1B* were amplified from AK58 genomic DNA and inserted into the pGreenII 0800-LUC vector as reporter plasmids (Hellens et al. 2005). The CDS of *NAC100-A*, *NAC100-D* and* MYB-B* were cloned in frame into the pEG1300-GFP vector as effector plasmids. *N*. *benthamiana* plants at the six-leaf stage were co-infiltrated with *A. tumefaciens* strain GV3101 harboring different combinations of these plasmids. The dual-luciferase reporter assay system (Yeasen, China) was used to measure LUC and REN activities and three independent replications were conducted.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2 The lists of eight diffACR groups

Supplementary file3 The lists of eight DEG groups

Supplementary file4 List of the unbalanced expressed genes among subgenomes during seed development

Supplementary file5 List of key TFs and wheat grain related genes

Supplementary file6 List of primers used in this study

## Data Availability

All the raw sequencing data generated during the current study are available in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo) under accession number GSE214739.

# Supplementary material for: Chromatin accessibility landscapes revealed the subgenome-divergent regulation networks during wheat grain development
**Source:** aBIOTECH. 2023 Feb 10;4(1):8–19. doi: 10.1007/s42994-023-00095-8
**Supplement:** Supplementary file 1 — Supplementary file1

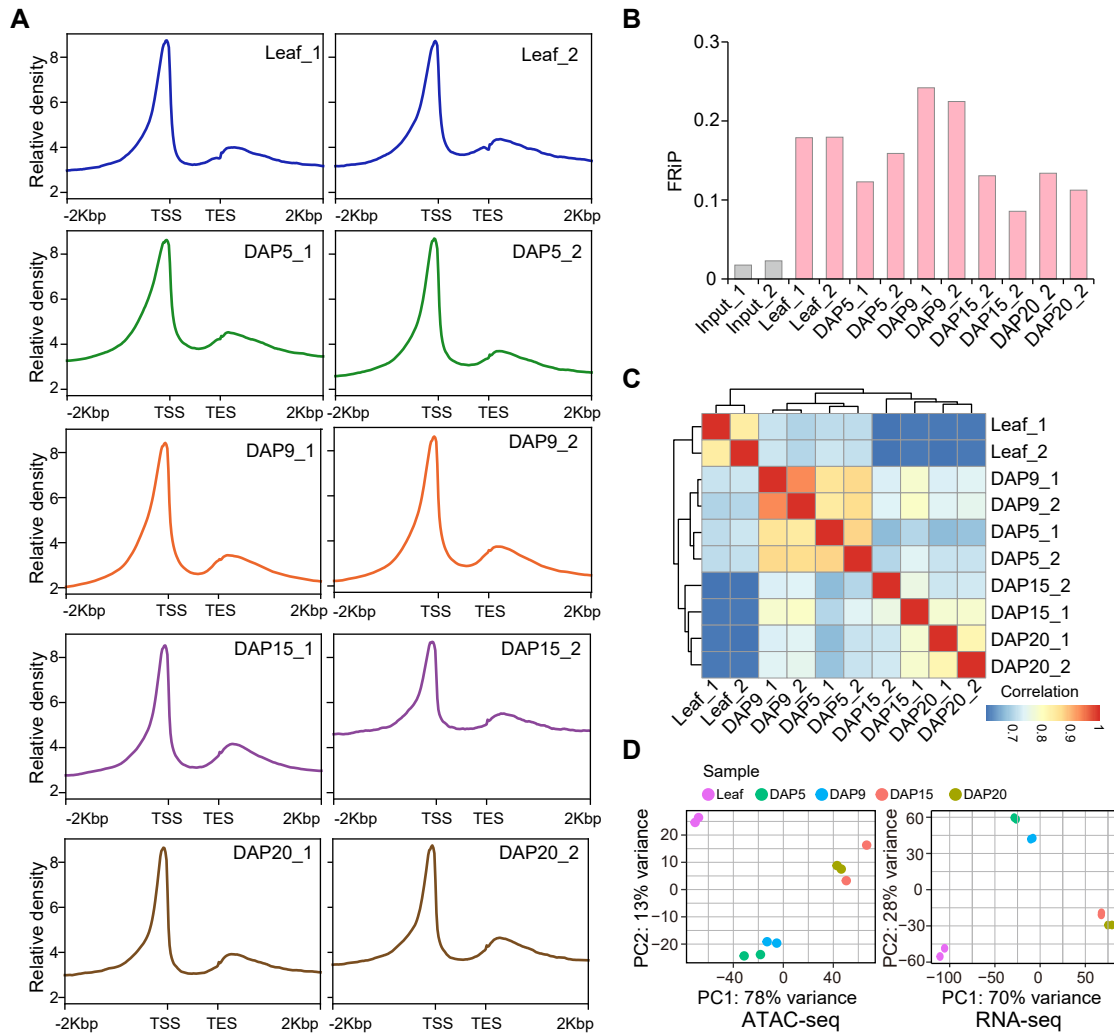

**Supplemental Fig. 1 Quality control of ATAC-seq and RNA-seq samples.**

**A** Distribution of ATAC-seq reads around Transcriptional Start sites (TSSs) and Transcriptional End Sites (TESs) in the five wheat samples. **B** Fraction of Reads in Peaks (FRiP) for all ATAC-seq data used in this study. **C** Heatmap showing the correlation among all ATAC-seq samples. **D** PCA analysis of ATAC-seq and RNA-seq data.

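Across the 37 tested genes, the Pearson correlation of log2(TPM + 1) between the 2 replicates was 0.745 at DAP5, 0.997 at DAP9, 0.999 at DAP15 and 0.969 at DAP20. These are correlations across genes, which are not independent replicates. Among the alternatives for this measure, all 79 genes in place of the tested ones moved the DAP5 value most, to 0.883, and Spearman's rho in place of Pearson's r lowered the DAP20 value to 0.862. The replicates of DAP9 and of DAP15 had 0 genes that differed more than 2-fold in TPM + 1. At DAP5, 18 genes differed more than 2-fold, all of them higher in replicate 1. At DAP20, 11 genes did so, all of them higher in replicate 2.  The tables of DAP5, DAP9 and DAP20 hold a run of ENSRNA rows with 17 genes among them, tested or not. At DAP5, 13 of these 17 genes had a TPM above 0 in both replicates, and all 13 were higher in replicate 1, by a median of 8.14-fold in TPM. At DAP20, all 17 were higher in replicate 2, by a median of 5.03-fold in TPM. The genes outside the run, gliadin genes apart, had median log2 ratios of replicate 1 to replicate 2 of -0.11 at DAP5 and 0.04 at DAP20. The 18 genes at DAP5 were 11 genes of the run, the 3 gliadin genes of the paper's lists and 4 other genes, TraesCS1A02G005315, TraesCS1A02G005368, TraesCS1A02G007200 and TraesCS1A02G007344. In a principal component analysis of the 8 grain samples, the first component held 70.6% of the variance (SD 6.89 over 1000 bootstrap resamples of the genes) and the second component 17.0% (SD 5.17). On the first component, DAP5 replicates 1 and 2 lay at -6.35 and -12.6, and the other samples between 2.26 and 4.30. On the second component, DAP5 replicate 1 lay at 5.50 and DAP20 replicate 2 at 3.71, and the other samples between -3.38 and -0.597. Across these genes, DAP5 replicate 1 had its highest correlation with DAP9 replicate 2 (r = 0.889) rather than with its own replicate. DAP20 replicate 1 likewise correlated more with DAP15 replicate 2 (r = 0.988) than with its own replicate (r = 0.969).

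**Figure D2:**
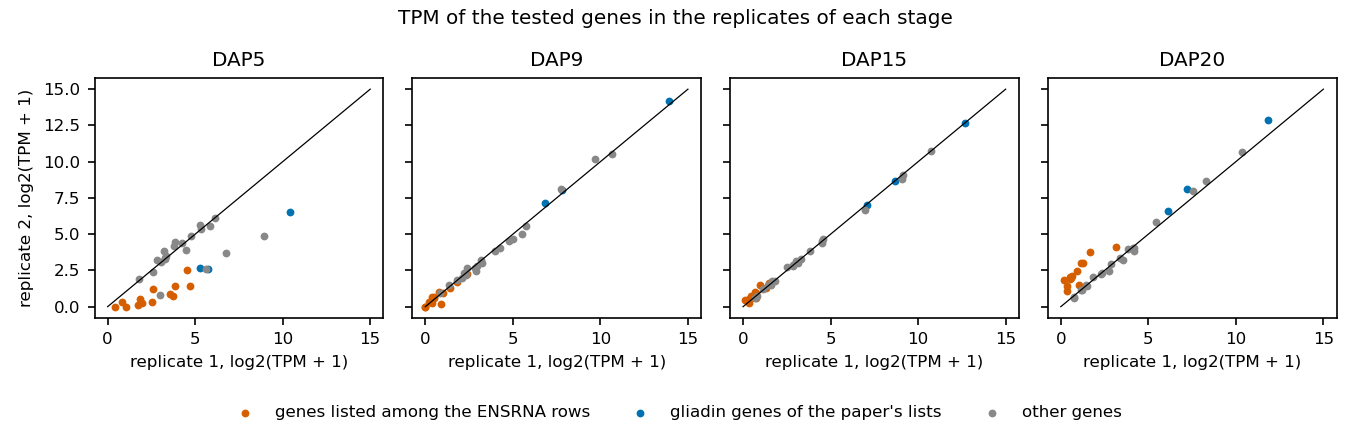
Expression of the 37 tested genes in replicate 1 (horizontal axis) and replicate 2 (vertical axis) of each stage, both as log2(TPM + 1). Each point is a gene and the line marks equal values. At DAP5, 18 genes lie more than 2-fold from equality, toward replicate 1, and at DAP20, 11 genes toward replicate 2.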

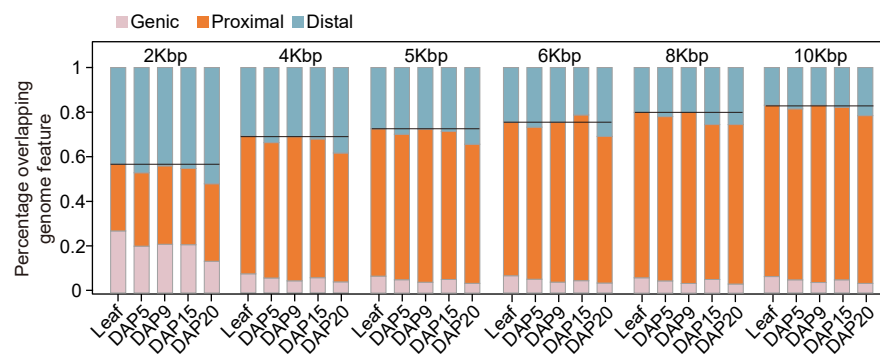

**Supplemental Fig. 2 Distribution of ACRs on different genomic features with different cutoffs.** Genic, ACRs with their centers in gene bodies; The proportion of ACRs located in proximal and distal were categorized with different cutoffs. Proximal, ACRs with their centers  $\leq n$  Kbp upstream of TSS or  $\leq n$  Kbp downstream of TES; Distal, ACR with their centers  $> n$  Kbp away from genes.

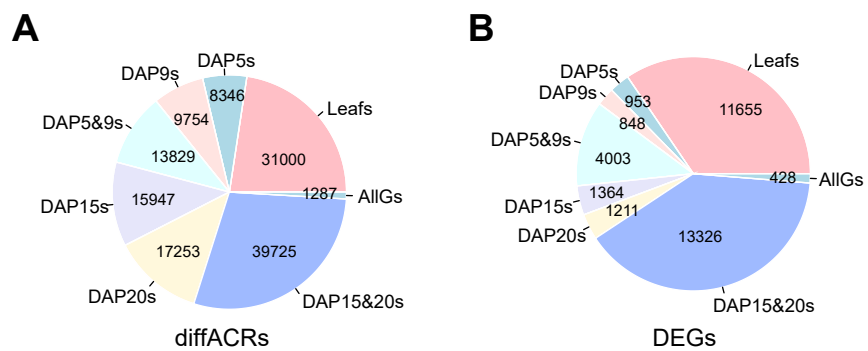

**Supplemental Fig. 3 The number of diffACRs (A) and DEGs (B) in each cluster.**

**Supplemental Fig. 4 Subgenome-divergence of genes' expression levels and promoter accessibilities.**

**A** The percentage of balanced and unbalanced expressed triad genes according to Fig 2B. **B** The percentage of different promoter accessibility type of triad genes. **C** Correlation analysis of unbalanced expressed genes and differential promoter accessible regions. Bal: Balanced, A\_s: A suppressed, B\_s: B suppressed, D\_s: D suppressed, A\_d: A dominant, B\_d: B dominant, D\_d: D dominant. **D** The distribution of diff ACRs on the three subgenomes.

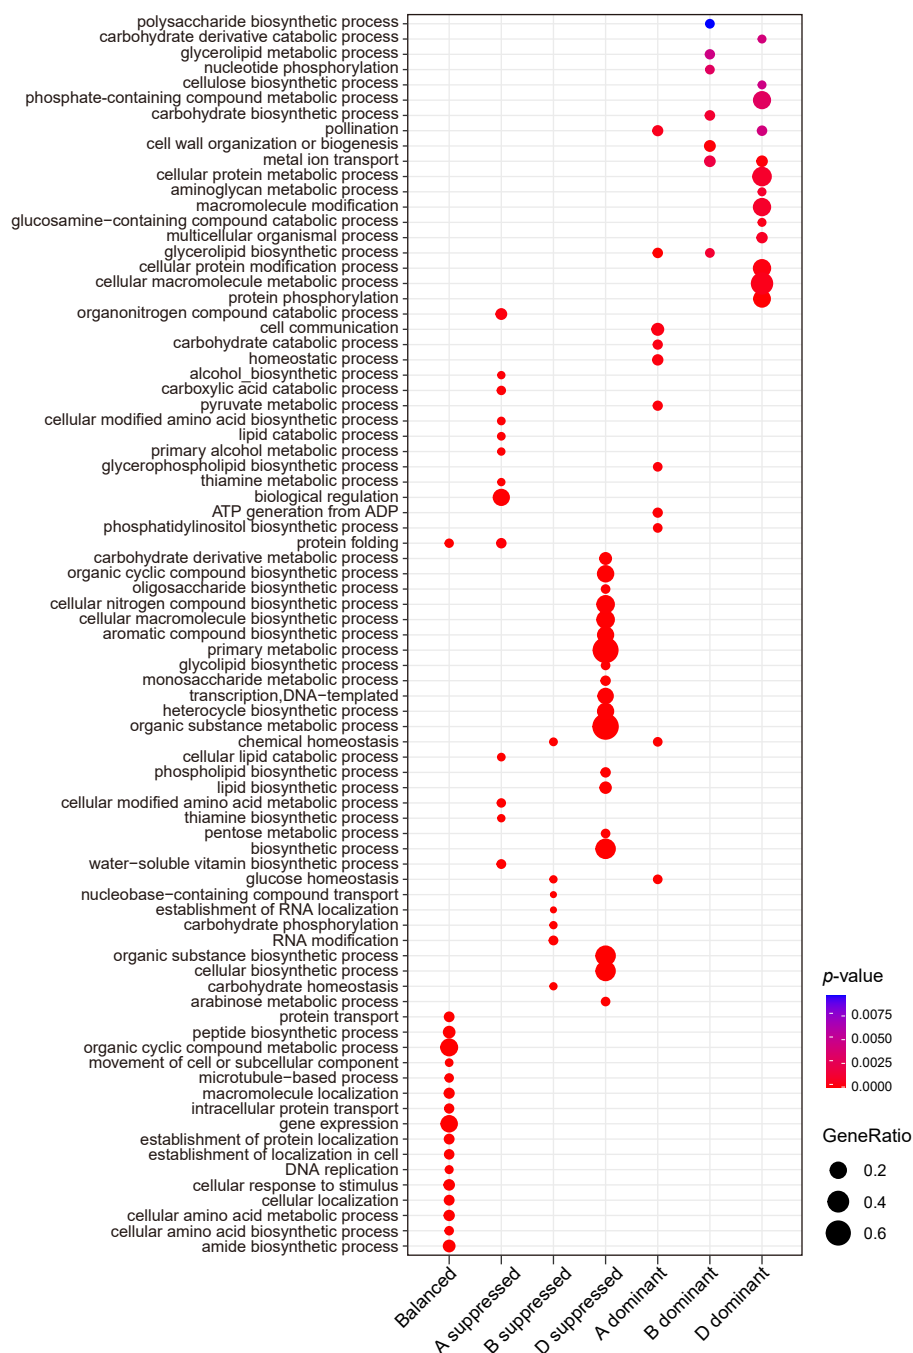

**Supplemental Fig. 5 Gene ontology (GO) enrichment analysis for the balanced and unbalanced expressed genes during seed development.**

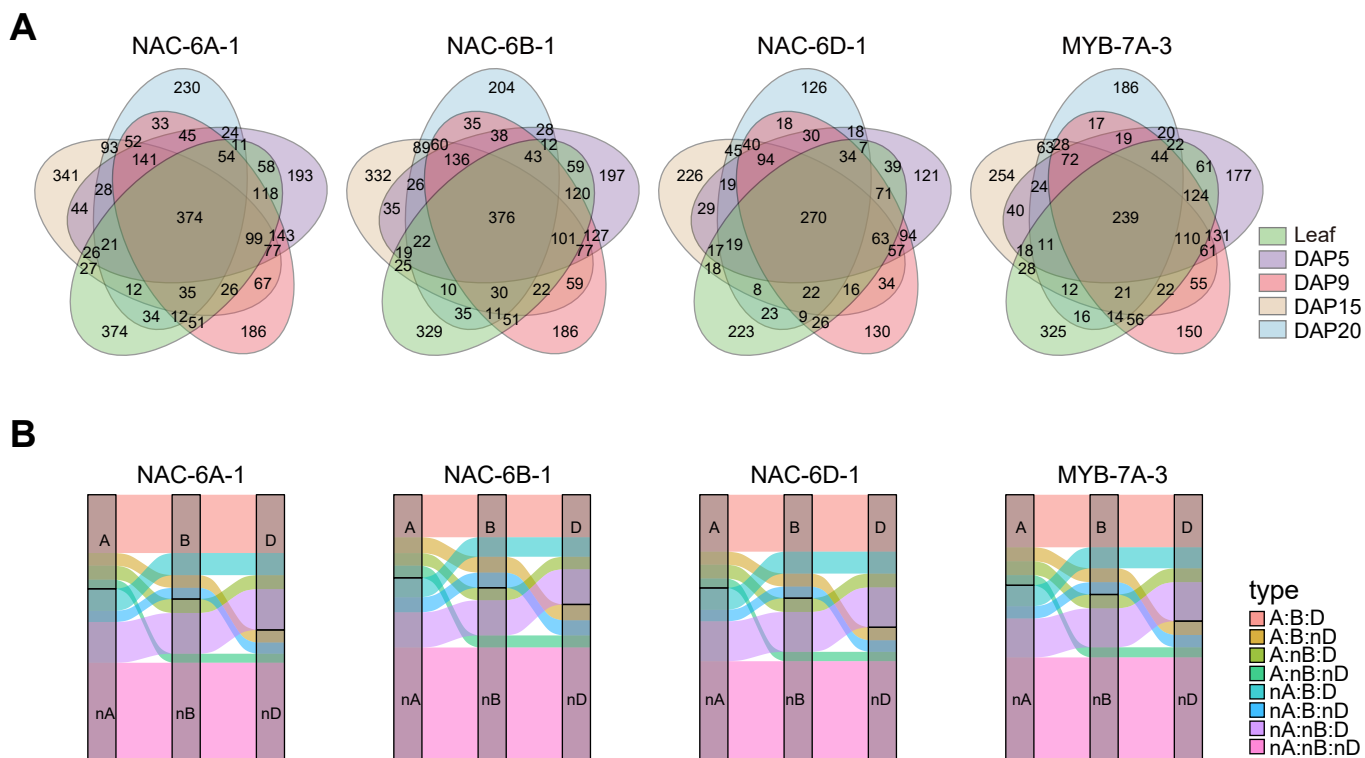

**Supplemental Fig. 6 Tissues specific and subgenome divergent regulation by TFs during wheat grain development.**

A Specific binding of TFs to different tissues. B Subgenome divergent regulation by TFs. A, B, D: TF binding on the subgenome. nA, nB, nD: TF not binding on the subgenome.

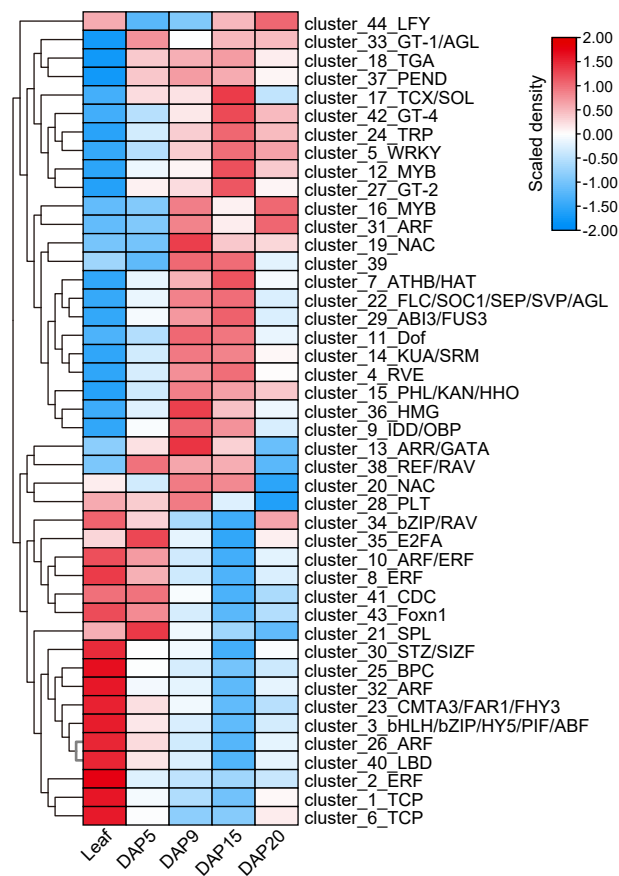

**Supplemental Fig. 7 Motif density of ACRs in the promoters of genes related with gluten accumulation and starch biosynthesis.**

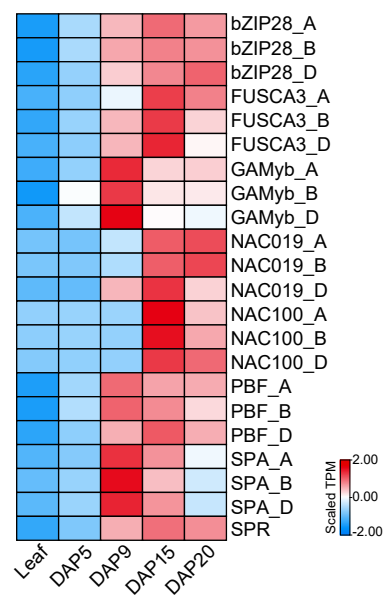

**Supplemental Fig. 8** Heatmap displays the expression pattern of key TFs.

How the deposited data were processed for this re-analysis (not part of the article)

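RNA-seq of grain of the wheat cultivar AK58 at DAP5, DAP9, DAP15 and DAP20 was analysed, with 2 replicates per stage. The authors deposited 1 table per library with the TPM of each gene, made by trimming reads with fastp, aligning them with hisat2 and running TPMCalculator. Values in the tables are not on a log scale, and the values used sum to less than 1000000 per library because only the first part of each table was used. Each table ended inside a row, and that row was left out. The complete rows numbered 190 and 192 at DAP5 (replicates 1 and 2), 194 and 192 at DAP9, 179 and 179 at DAP15 and 189 and 190 at DAP20. They held 0.429% and 0.102% of the total TPM at DAP5, 3.78% and 2.78% at DAP9, 3.85% and 3.83% at DAP15 and 0.59% and 1.26% at DAP20. TPM keeps no read counts, so the depth is unknown and no interval from counting error is given. Of 289 identifiers in the tables, 0 were matched in the gene table of the reference used, so positions, lengths and gene types were not used.

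The 79 genes present in all 8 tables were used, and genes with a TPM of at least 1 in at least 2 samples were tested, which left 37. They come from one end of chromosome 1A and do not stand for the genome. Stages were compared with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend) on log2(TPM + 1), with the 4 stages in one fit and 6 comparisons. A gene was called at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change over 1. DESeq2, which the authors used, needs read counts and was not run. A gene was specific to a stage when it was called higher there than at each other grain stage. The gamma-gliadin and omega-gliadin lists of the paper were tested with fry for 3 successive comparisons, adjusted over 6 tests. The starch, HMW-GS, LMW-GS, alpha-gliadin and transcription factor lists were not tested, because none of their genes was present in all tables. Homeolog balance and subgenome shares were left out for the same reason. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other computations.

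Replicates were checked for identical values above 0 in the tested genes, and 0 were found. Replicate numbers were not treated as pairs. The limma steps were tested on simulated data, 100 data sets of 37 genes with 10 changed by a log2 fold change of 3. Of the changed genes 62% were called, with a mean of 0.04 false calls per data set and a mean estimate of 2.98. In the same data, fry had an unadjusted p under 0.05 for 97% of changed pairs of genes and 6% of unchanged pairs. The simulated noise was independent between genes and equal in spread at all stages, and only DAP9 and DAP15 were compared. In the real data, 18 genes differed more than 2-fold between the DAP5 replicates, all in the same direction. These rates therefore do not carry over to the comparisons with DAP5.

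Genes were named by a rule. It takes genes the paper names, in each list the gene with the highest mean TPM and those with the largest rise and fall from DAP5 to DAP20, and for each successive comparison the 2 largest rises and the 2 largest falls among called genes whose replicates do not overlap. Genes the paper names in its text were not among the 79. The alternatives were pseudocounts of 0.1 and 5, no filter on low values, a filter at a TPM of 5, median-of-ratios size factors, quantile normalization, replicate number as a term, only the compared stages in the fit, eBayes without trend, an adjusted p under 0.05, camera with a preset correlation of 0.01 in place of fry, other correlations between replicates, and leaving out each replicate in turn.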

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

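The alternatives below were chosen before the data were examined, and none was added later. The precision is limited by 2 replicates per stage and by the use of 79 genes from one end of chromosome 1A. Sequencing depth is not recorded in TPM. The size factors rest on 38 genes, some of them from the run of ENSRNA rows that differs between replicates, and run from 0.583 in DAP20 replicate 1 to 2.45 in DAP5 replicate 1. The factor of DAP5 replicate 2 was 1.26. Genes outside the run, gliadin genes apart, had a median log2 ratio of -0.115 between the DAP5 replicates as deposited. The factors therefore set these replicates apart in genes that had agreed as a group.

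The count of genes called between DAP5 and DAP9 was 12 with the settings at the claims. It was 6 with a pseudocount of 5, 7 with median-of-ratios size factors, 2 with quantile normalization and 0 with only the compared stages in the fit, where 17 genes had an unadjusted p under 0.05. With the size factors, 100% of the 7 genes were higher at DAP9, against 16.7% of the 12. Between DAP9 and DAP15, the count of 1 became 2 with a pseudocount of 0.1. With only the compared stages in the fit it became 4, with 2 higher and 2 lower at DAP15. In that fit, 26 genes had an unadjusted p under 0.05. The count was 0 with a pseudocount of 5, the size factors, quantile normalization or replicate number as a term. In this order, 11, 4, 2 and 10 genes had an unadjusted p under 0.05. Between DAP15 and DAP20, the count of 0 became 1 with the size factors. The 16 genes called between DAP5 and DAP15 became 7 with the size factors, 2 with quantile normalization and 7 with only the compared stages in the fit. For DAP5 and DAP20, the 16 became 9, 2 and 5 under these settings. The 7 and the 9 with the size factors were all higher than at DAP5, against 3 and 2 of the 16 with TPM as deposited, and shared 3 and 2 genes with them. Between DAP9 and DAP20, the size factors gave 3 genes, all higher at DAP20, in place of 2 lower ones, with 0 shared. The count of 2 became 5 with a pseudocount of 0.1 or an adjusted p under 0.05, 1 with no filter on low values, and 0 with a pseudocount of 5, quantile normalization, replicate number as a term, only the compared stages in the fit or eBayes without trend (15, 5, 14, 17 and 16 genes with an unadjusted p under 0.05). The causes of these changes were not tested. A fit of only the compared stages holds 4 of the 8 samples.

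The median log2 fold change of the tested genes ran from -1.04 to -0.19 between DAP5 and DAP9 when each replicate was left out in turn, from -0.26 to -0.16 between DAP9 and DAP15 and from -0.093 to 0.084 between DAP15 and DAP20. It was -0.12 between DAP5 and DAP9 with quantile normalization. Between DAP9 and DAP15 it was -0.31 with a pseudocount of 0.1, -0.064 with a pseudocount of 5, 0 with no filter on low values or with quantile normalization, -0.33 with a filter at a TPM of 5, and 0.092 with the size factors. Between DAP15 and DAP20 it was -0.33 with a filter at a TPM of 5. The cause was not tested.

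The count of 8 genes specific to DAP5 became 3 with a pseudocount of 5 and 1 with quantile normalization. That 1 gene, TraesCS1A02G005700, was not among the 8. The count was 0 with the size factors or with only the compared stages in each fit. The 1 gene higher at both DAP5 and DAP9 became 2 with a pseudocount of 0.1 and 0 with a pseudocount of 5, the size factors, quantile normalization, replicate number as a term, only the compared stages in the fit or eBayes without trend. For DAP20, the size factors gave 1 specific gene, TraesCS1A02G001700, against 0. The causes were not tested.

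From DAP5 to DAP9, the gamma-gliadin and omega-gliadin lists passed an adjusted p of 0.05 from fry only with the size factors, where their median log2 fold changes were 5.05 and 4.52 (adjusted p = 0.0127 from limma with Benjamini-Hochberg adjustment). Every alternative gave a rise in the median of both lists from DAP5 to DAP9. With quantile normalization, the omega-gliadin list and its gene TraesCS1A02G005387 reversed, to -0.10 from DAP9 to DAP15 and to 0.10 from DAP15 to DAP20. The cause was not tested. With the size factors, the summed share at DAP15 was 0.919% for the gamma-gliadin list and 0.0567% for the omega-gliadin gene. Among the results for the genes named in the text, 19 others were weaker and 7 stronger under an alternative.

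Correlations between replicates moved to 0.883 at DAP5 with all genes, to 0.992 at DAP9 and 0.997 at DAP15 on log2(TPM + 0.1), and to 0.988, 0.992 and 0.862 at DAP9, DAP15 and DAP20 as Spearman's rho. On log2(TPM + 0.1), the first component held 57.4% of the variance and the second 27.5%. The cause was not tested. Across the 6 pairs of stages, the differences of replicate 1 from replicate 2 had correlations from -0.603 to 0.5, with 2 over 0.1, so replicate numbers were not treated as pairs. Rescaling TPM to the full total without the storage protein genes, the homeolog and subgenome alternatives and those for the starch, glutenin and transcription factor lists were not run, because too few of their genes, or none, were in the part used of all 8 tables.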

Differences from the paper's values

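No value the paper states for these samples was computed on the same scale, so the differences below are of direction or ranking.

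The paper states that expression of gluten genes rose gradually during filling, and it describes a rise after DAP9 in the promoter accessibilities of glutenin and gliadin genes as matching their expression patterns. Here TraesCS1A02G007400 and TraesCS1A02G007300 together were highest at DAP9, with 1.71% of the total TPM, against 0.663% at DAP15 and 0.562% at DAP20. The order of these 3 means was the same with median-of-ratios size factors, at 1.69%, 0.919% and 0.682%. The order of DAP15 and DAP20 was not settled. The DAP20 share was 0.755% without DAP20 replicate 1 and 0.370% without DAP20 replicate 2. From DAP5 to DAP9, the log2 fold changes of the 3 listed gliadin genes were 5.58, 3.00 and 3.78, and from DAP9 to DAP15 they were -1.38, 0.07 and 0.73, in the order TraesCS1A02G007400, TraesCS1A02G007300 and TraesCS1A02G005387. With the size factors, the changes from DAP9 to DAP15 were -0.89, 0.56 and 1.23 in the same order. Most of the paper's gluten genes were not analysed here. The tissue was endosperm at DAP9 and whole seed at DAP15 and DAP20, and TPM is a share of a library. The lower gamma-gliadin share after DAP9 cannot be told apart from the change of tissue or from a rise of other transcripts.

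The paper's DAP20s cluster holds 9 of the 79 genes. For 4 of them the highest stage mean was at DAP5, and of the 7 that were tested, 0 were called specific to DAP20. With the size factors, 1 of them, TraesCS1A02G001700, was called specific to DAP20. Without DAP5 replicate 1, the highest stage mean was at DAP20 for 7 of the 9. The paper's DAP15s cluster holds 4 of the 79 genes. For 1 of them, TraesCS1A02G002200, the highest stage mean was at DAP5, and 0 of the 4 were called specific to DAP15 in any setting. The authors called genes with DESeq2, and limma on TPM was used here, with the spread of the DAP5 replicates in the shared error. A missing call at DAP15 or DAP20 is therefore not evidence that a difference is absent. With the size factors, the highest stage mean was at DAP15 for all 4. The paper's DAP5s cluster holds 0 of the 79 genes, whereas 8 were called specific to DAP5 here. Leaf was among the samples behind the paper's clusters and is absent here, so the 2 definitions are unlike.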

Other observations

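All tests in this part were chosen after the result was seen.

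The genes within the run of ENSRNA rows differed between replicates. In DAP5 they were higher in replicate 1, 13 of 13 genes, by a median of 8.14-fold, and in DAP20 higher in replicate 2, 17 of 17 genes, by a median of 5.03-fold. In DAP9 the median log2 ratio of replicate 1 to replicate 2 was 0.10 and in DAP15 -0.52. A difference in scaling between whole libraries is argued against by the genes outside the run, whose median log2 ratio at DAP5 was -0.115. Genomic DNA spread evenly over the genes in DAP5 replicate 1 is argued against by the weakly expressed genes outside the run, of which 31 of 38 were at 0 in that library. These genes cannot decide on a small amount of DNA, or on DNA counted mainly on the run, whose copy number is not known here. The ENSRNA rows themselves differed in the same direction, by a median log2 ratio of 1.91 at DAP5 (60 of 60 rows higher in replicate 1) and -2.29 at DAP20 (64 of 64 rows higher in replicate 2), and their summed TPM was 1347 and 288.6 at DAP5, 274.8 and 248.4 at DAP9 and 64.3 and 320.7 at DAP20. A candidate explanation is a varying carry-over into the libraries of the transcripts counted on the ENSRNA rows, with which the genes of the run may share sequence or transcripts. Sharing of reads between these rows and genes, GC content and gene length were not tested, because no sequence was used. In the gene table of IWGSC CS RefSeq v2.1, 114 of the first 122 records of chromosome 1A are rRNA, but the identifiers of the tables could not be matched to it. A biological difference between grains of one stage stays open and was not tested.

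The paper's DAP20s cluster was rich in identifiers of this kind. ENSRNA identifiers made up 77 of its 1211 entries (6.36%), against 7 of 3593 (0.195%) in the other 4 clusters listed in full (Fisher's exact test, two-sided, p = 8.84e-39). Of the 17 genes in the run, 9 were in the DAP20s cluster, against 0 of the 62 other genes (Fisher's exact test, two-sided, p = 1.18e-07). Neighbouring genes and rows are not independent, so these p-values overstate the evidence. All 9 genes were higher in DAP20 replicate 2 than in replicate 1, by a median of 5.03-fold (from 2.07-fold to 5.92-fold). If a varying overall amount of carry-over of the transcripts counted on the ENSRNA rows were the source of their level at DAP20, the genes of the run would stand within the ENSRNA rows of the same library, relative to DAP9. The ENSRNA rows had a median log2 ratio to the DAP9 mean of -2.09 in DAP20 replicate 1 (upper quartile -1.68) and 0.28 in replicate 2 (upper quartile 0.78). The genes of the run, listed or not, had medians of -0.84 and 1.88, and 12 of the 13 with values above 0 were above the upper quartile of the ENSRNA rows in both replicates, against 13 of 58 ENSRNA rows. Of these 12 genes, 7 were in the DAP20s cluster and 5 were not. This argues against the overall amount of carry-over as the whole source of the level at DAP20, although it leaves it as a candidate explanation for the gap between the replicates. A change in only some of the transcripts counted on these rows, and a rise with stage or tissue, stay open and were not tested.

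The listed gliadin genes differed between the DAP5 replicates, 3 of 3 higher in replicate 1, by a median of 10.3-fold. Another 4 genes outside the run of ENSRNA rows, TraesCS1A02G005315, TraesCS1A02G005368, TraesCS1A02G007200 and TraesCS1A02G007344, were also more than 2-fold higher in replicate 1. All 7 were higher in both DAP9 replicates than in both DAP5 replicates. If 1 share of DAP9 grain RNA in DAP5 replicate 1 were the source, each gene would give the same share. For the listed genes, the shares were 27.1% (24.2% to 30.7% over the DAP9 replicates) for TraesCS1A02G007300, 19.5% (17.9% to 21.3%) for TraesCS1A02G005387 and 7.57% (6.99% to 8.26%) for TraesCS1A02G007400. The highest was 3.57 times the lowest, beyond the spread of the DAP9 replicates, which argues against a single share of DAP9 RNA. A later age of DAP5 replicate 1 remains a candidate explanation. The 19 genes that fell from DAP9 to DAP20 had a median log2 ratio of DAP5 replicate 1 to replicate 2 of -0.035, with 10 lower in replicate 1, against a median of -1.32 for DAP9 relative to DAP5 replicate 2. A median near 0 over genes that go both ways decides nothing, so a small difference in age and other differences between these grains cannot be told apart.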
